A study of Homo sapiens with 16 samples. Its data were reported in "Palbociclib releases the latent differentiation capacity of neuroblastoma cells" (2023).

How the data were processed

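RNA-seq was measured in 16 samples of the human neuroblastoma line SK-N-BE(2)C, 4 replicates each of cells given vehicle (DMSO), 10 µM all-trans retinoic acid (RA), 1 µM palbociclib (PB) or both agents (PB+RA). Groups and replicate numbers were taken from the sample titles. According to their methods, the authors selected polyadenylated RNA, made strand-specific libraries, sequenced them as paired ends, trimmed the reads with TrimGalore and aligned them to hg19 with STAR. The deposited counts are the read counts per gene that STAR gave, with no normalization. Neither the annotation release nor the strand column used for the counts was stated, so counts of genes that overlap a gene on the opposite strand are uncertain. The deposited CPM (the counts scaled to a total of 1e6) were made by the authors from each sample's total, and they equalled the count divided by that total within 5e-12. The deposited table of comparisons holds log2 fold changes from the authors' DESeq2 analysis, whose methods name shrinkage with apeglm. It covers 20043 genes, which were all and only the genes with a summed count above 10, and also holds the authors' adjusted p-values, which are missing for 778 of them for PB, 1943 for RA, 2332 against PB, 1555 against RA and 0 for PB+RA against DMSO.

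The count table held 27037 gene symbols and was used as deposited. Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (15415 genes), libraries were scaled by TMM factors, which ranged from 0.983 to 1.02, and all 16 samples entered a single quasi-likelihood fit with robust dispersions, a coefficient per group and no other covariate. The 5 comparisons were PB, RA and PB+RA against DMSO, and PB+RA against PB and against RA. The interaction was the log2 fold change of PB+RA over DMSO minus the sum of the 2 single log2 fold changes, and a negative value is called below additive. A gene was called at a Benjamini-Hochberg adjusted p below 0.05, over all genes tested, together with an absolute log2 fold change above 0.5. Standard errors (SE) are the absolute log2 fold change divided by the square root of the F statistic. Every adjusted p given for a gene is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another tool is named.

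Gene lists, tests, comparisons and the rule for naming genes were written down before the data were examined. Named genes were those of 6 short lists (adrenergic and retino-sympathetic core regulatory circuitry, proliferation markers, neuronal markers, the palbociclib target axis and retinoid response genes). For each comparison, the 3 largest rises and the 3 largest falls were added among called genes with a mean of at least 10 CPM over the 8 samples compared and with CPM values that did not overlap between the groups. For the interaction, the 3 genes furthest above and the 3 furthest below additive were added among called genes with a mean of at least 10 CPM over the 16 samples. The other 6 lists, which were longer, were tested as sets: S phase, G2/M, synaptic vesicle, extracellular matrix, spliceosome and mesenchymal identity. The study had examined cell-cycle, spliceosome, synaptic and matrix terms and both circuitries on these libraries or on others of the same line, so these lists are not independent of it. Camera of limma 3.58.1 was run on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over 30 tests, and fry was run beside it. The symbols of 2 genes were matched through a synonym.

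Gene coordinates are from GENCODE gene models mapped to GRCh37, which is the assembly hg19 but may not be the annotation of the authors. Exon length and GC content from these models were found for 14682 tested genes (95.2%). A GC and length correction was made by fitting natural splines with 5 degrees of freedom to each library's deviation from the mean and using the fit as an offset.

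Total counts ranged from 19.5 to 31.6 M per sample. A count of 0 in a sample allows up to 3 counts, for counting error only. The procedure was tested on simulated data drawn from the means, library sizes and dispersions of these samples, with 200 of 15415 genes changed. For PB against DMSO, 59.0% of genes changed by a log2 of 0.6 were called, 80.5% at 1 and 94.0% at 2. For the interaction these shares were 35.5%, 71.5% and 88.5%. Between 2 and 5 unchanged genes were called in each of these simulations. A G2/M list moved by 0.3 for PB against DMSO, with its 53 genes, was recovered with a median of 0.31, and 0 of the 25 tests of other lists were called.

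Samples with the same replicate number were checked for pairing by correlating their deviations from the group means across genes. All 24 such pairs had r from 0.330 to 0.573, so the numbers pair the samples. The shared numbers come from the titles. The authors' methods describe biological replicates as passages of a line that differ in number and were plated as experiments of their own, and which passage a number stands for was not stated. Samples with another number correlated at 0.155 to 0.447 within replicates 1 and 2 or within replicates 3 and 4, and at -0.492 to -0.236 between these 2 sets. The fit kept the unblocked design chosen beforehand. Its biological coefficient of variation was 12.2%, against 5.89% with the replicate number as a block. The authors' deposited adjusted p-values correlated, on the log10 scale, at 0.805 to 0.884 with a DESeq2 1.42.0 fit without the block and at 0.968 to 1 with one that had it, although their methods name no block. No sample was a copy of another: counts of same-group pairs differed with a chi-square per degree of freedom of 3.11 to 31.1 over 24 pairs.

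Alternatives chosen beforehand were DESeq2 with and without apeglm 1.24.0 shrinkage, limma-voom, glmTreat against a log2 of 0.5, size factors by the median-ratio method (RLE), total counts only, no low-count filter, a stricter filter of at least 1 CPM in at least 4 samples, only the groups compared, the replicate block, no fold minimum, a log2 minimum of 1, fry, Spearman in place of Pearson correlation, and leaving out each sample in turn. Chosen after the data were examined were fits of replicates 1 and 2 and of replicates 3 and 4 alone, the GC and length correction with and without the replicate block, and a limit to genes with a mean of at least 10 CPM. Correlations between effects were taken across genes, which are not independent replicates, and only between effects that share no library. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The deposited log2 fold changes and p-values were used only for comparison with the fits described above.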

Results

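Gene expression was measured by RNA sequencing of SK-N-BE(2)C, a MYCN-amplified neuroblastoma line of the adrenergic type. The 16 samples formed 4 groups of 4 replicates: DMSO, the vehicle; RA (10 µM), a retinoid used clinically as a differentiating agent; PB (1 µM), an inhibitor of the cell-cycle kinases CDK4 and CDK6; and PB+RA. Replicates 1 to 4 held 28.2, 24.5, 31.6 and 25.8 M counts in DMSO, 24.4, 24.7, 26.5 and 22.2 M in RA, 23.3, 20.7, 21.0 and 22.1 M in PB, and 25.2, 22.6, 24.7 and 19.5 M in PB+RA. At these depths a gene with 0 counts in a sample could lie at up to 0.0949 CPM in the deepest sample and 0.154 CPM in the shallowest. Of 27037 genes, 15415 were tested. The most abundant gene took at most 0.658% of a sample's counts, and the 10 most abundant took 3.19% to 4.14%. The median log2 fold change of all tested genes lay between -0.04 and 0.04 in each comparison.

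The first principal component of log2 CPM held 46.9% of the variance and ordered the groups as DMSO, RA, PB and PB+RA, without overlap. The second held 23.0%, with PB at one end and RA at the other. The third held 10.8% and parted replicates 1 and 2 from replicates 3 and 4 in all 4 groups. Gene counts within each of these 2 sets of replicates are therefore given as well.

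**Figure D1:**
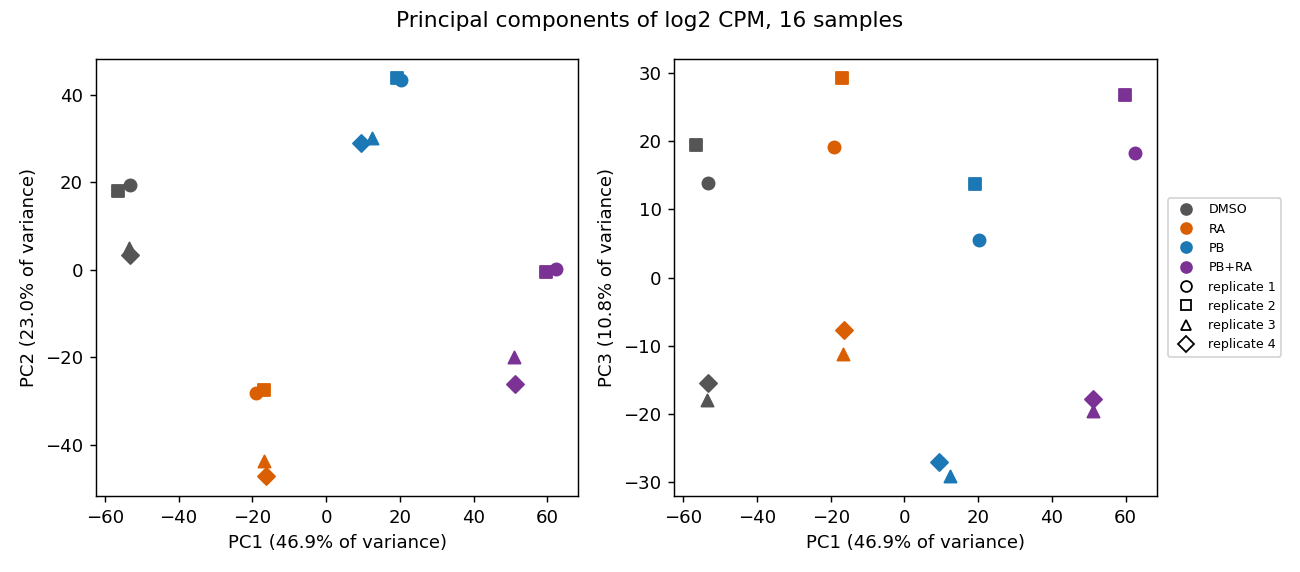
Scores of the 16 samples on the first 3 principal components of log2 CPM (46.9%, 23.0% and 10.8% of the variance), with colours for the groups. The first 2 components part the 4 groups, and the third parts replicates 1 and 2 from replicates 3 and 4 within each group.

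Each single agent was compared with DMSO to ask what CDK4/6 inhibition and the retinoid each change in the transcriptome, and PB+RA was compared with DMSO to ask what they change together. PB raised 2606 genes and lowered 1746. RA raised 1661 and lowered 392. PB+RA raised 3698 and lowered 2757, so that 41.9% of the tested genes were called. PB+RA was further compared with each single agent to ask what the second agent adds. Against PB, 1390 genes were higher and 1121 lower, and against RA, 2291 were higher and 2178 lower. With no fold minimum the genes lower in RA went from 392 to 2527, and with a log2 minimum of 1 the genes higher in PB+RA went from 3698 to 2010. Rises made up 80.9% of the RA calls, but 62.8% of them (1330 against 788) after a GC and length correction, and 53.4% (2893 against 2527) with no fold minimum. The correction gave 2213 rises and 2126 falls with PB, and 3220 and 3352 with PB+RA, where falls then outnumbered rises. Among genes with a mean of at least 10 CPM, falls outnumbered rises in PB+RA against PB (723 against 548), against DMSO (1952 against 1795) and against RA (1394 against 1149).

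Each comparison was repeated within both sets of replicates. Replicates 1 and 2 alone gave 2506 rises and 1859 falls with PB, 1289 and 312 with RA, and 3597 and 2771 with PB+RA. Replicates 3 and 4 alone gave 2119 and 1915, 1666 and 682, and 3385 and 2886. For PB+RA against PB they gave 1130 and 1031 in replicates 1 and 2, and 1566 and 1197 in replicates 3 and 4. For PB+RA against RA they gave 2432 and 2233, and 2074 and 1997. Across all tested genes, the log2 fold changes in both sets correlated at r = 0.833 with PB, 0.822 with RA, 0.911 with PB+RA, 0.807 against PB and 0.862 against RA.

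**Figure D2:**
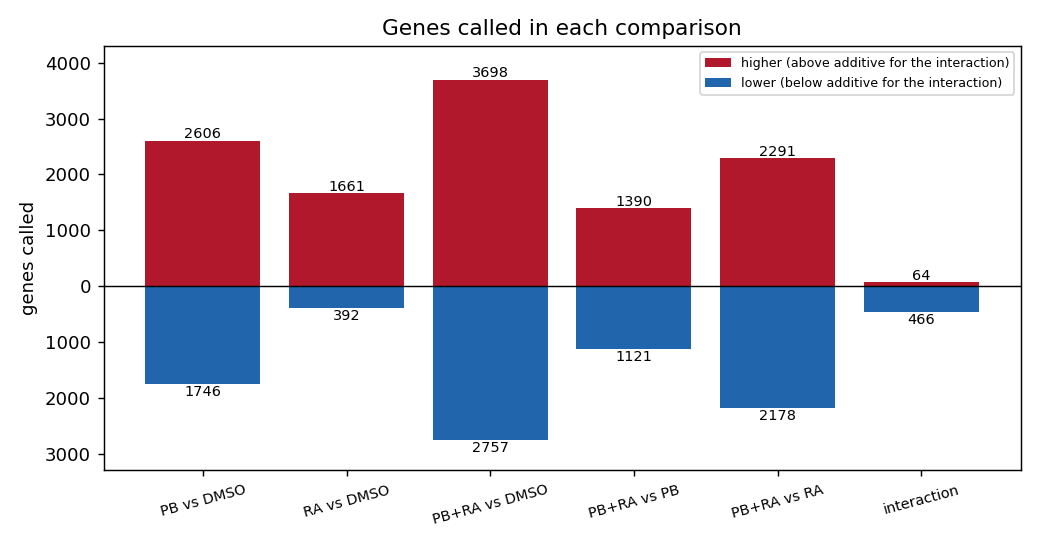
Number of genes called higher and lower in each comparison and in the interaction, by edgeR's quasi-likelihood test at an adjusted p below 0.05 and an absolute log2 fold change above 0.5. PB+RA against DMSO gave the most calls (3698 higher and 2757 lower), and RA against DMSO had the highest share of rises (1661 against 392).

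The authors' deposited table was compared with these calls at the same thresholds. The authors' deposited table held 2637 rises and 1905 falls for PB, 1725 and 478 for RA, and 3984 and 3002 for PB+RA. It contained 93.3% of the PB calls, 88.8% of the RA calls and 95.6% of the PB+RA calls in the same direction, and 0 in the opposite direction. For PB+RA the authors' deposited table contained 89.8% of the calls against PB and 92.2% of those against RA, with 0 opposite.

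The core regulatory circuitry, the set of transcription factors that hold neuroblastoma cells in the adrenergic state, was examined because RA had been linked to its resetting. The genes described here are TBX2, MYCN, GATA3, ISL1, HAND2 and HAND1. Among them, PB raised MYCN and GATA3, RA lowered GATA3 and HAND1, and PB+RA raised TBX2 and MYCN and lowered HAND1. The same calls were made when adjusted over the list alone. MYCN (chromosome 2, 16080672 to 16087129, GRCh37) rose from 2947 ± 317 CPM in DMSO to 5482 ± 581 in PB (SD, n = 4), a log2 fold change of 0.90 ± 0.13 (SE, adjusted p 3.59e-05), and all 4 PB samples lay above all 4 DMSO samples. With PB+RA it stood at 4462 ± 840 CPM (log2 0.57 ± 0.13, adjusted p 0.00127). That call was lost without PB+RA replicate 2 (log2 0.44), in replicates 3 and 4 alone (0.30) and after the GC and length correction (0.47). MYCN overlaps the antisense gene MYCNOS, which held 76.8 CPM on average against 3882 for MYCN. GATA3 (chromosome 10, 8087341 to 8117161) rose with PB by 0.79 ± 0.18 (adjusted p 0.00152) and fell with RA by 0.89 ± 0.18 (adjusted p 0.00152), while with PB+RA its change was not called (0.30 ± 0.18, adjusted p 0.152). Replicates 1 and 2 alone lost both of its calls (adjusted p 0.0628 and 0.155).

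HAND1 (chromosome 5, 153854532 to 153857787) fell from 342 ± 40.4 CPM in DMSO to 134 ± 26.2 in RA (log2 -1.36 ± 0.12, adjusted p 6.05e-07) and 110 ± 10.4 in PB+RA (log2 -1.67 ± 0.12, adjusted p 3.69e-09), and with PB its change was -0.24 ± 0.11 (adjusted p 0.087). TBX2 (chromosome 17, 59477204 to 59486827) rose by 0.58 ± 0.16 with PB+RA (adjusted p 0.00452) and lay 0.55 ± 0.16 above PB (adjusted p 0.0127). The first of these TBX2 calls was lost without DMSO replicate 2 (0.45) or PB+RA replicate 1 (0.49), the second without PB replicate 2 (0.48) or PB+RA replicate 1 (0.49), and both after the GC and length correction (0.35 and 0.46). Both were also lost in replicates 1 and 2 alone (0.76 and 0.71, adjusted p 0.0764 and 0.145) and, under the fold minimum, in replicates 3 and 4 alone (0.40 and 0.44), and the second with apeglm shrinkage (0.497). ISL1 and HAND2 were called in none of the comparisons with DMSO, with log2 fold changes from -0.49 to 0.39. The ISL1 change with PB+RA (-0.49 ± 0.18, adjusted p 0.0302) lay close to the fold minimum and passed it, among others, with RLE size factors (-0.51) and without DMSO replicate 1 or 2 or PB+RA replicate 3 or 4 (-0.53, -0.57, -0.57 and -0.55). Between PB+RA and PB, ISL1 changed by -0.88 ± 0.19 (adjusted p 0.0018).

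The 4 retino-sympathetic genes RARA, RARB, SOX4 and MEIS1 were all raised by RA, by log2 fold changes of 1.14 ± 0.089, 1.77 ± 0.23, 1.05 ± 0.11 and 1.15 ± 0.15 (adjusted p 1.66e-07, 4.72e-05, 5.89e-06 and 3.76e-05). They were also all raised by PB+RA (1.21, 1.74, 0.86 and 1.15; largest adjusted p 8.65e-06), and in both cases all 4 treated samples lay above all 4 DMSO samples for each gene. With PB their changes were 0.22, 0.42, 0.19 and 0.25, and 0 were called. RARB alone passed with PB in replicates 1 and 2 (0.74, adjusted p 0.00279), against 0.12 in replicates 3 and 4. None of the 4 was called between PB+RA and RA (log2 -0.20 to 0.07, smallest adjusted p 0.144), although with the replicate block SOX4 lay lower in PB+RA by less than the fold minimum (-0.20, adjusted p 0.000975). RARA lies on chromosome 17 (38465432 to 38513895), RARB on chromosome 3 (24729378 to 25639423), SOX4 on chromosome 6 (21593982 to 21598850) and MEIS1 on chromosome 2 (66660584 to 66801001). RARB rose from 8.18 ± 2.35 CPM in DMSO to 28.2 ± 8.05 in RA and 28.0 ± 7.67 in PB+RA, against 10.9 ± 0.901 in PB.

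**Figure D3:**
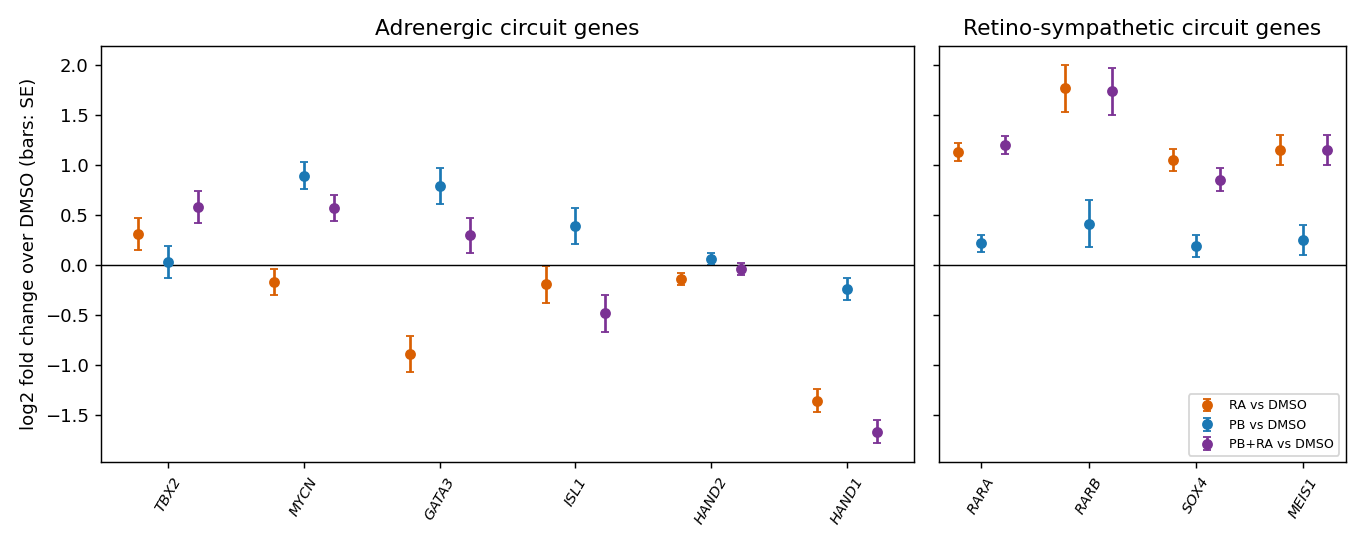
Log2 fold changes over DMSO with their SE for the 6 adrenergic genes described (left) and the retino-sympathetic genes (right) with PB, RA and PB+RA, 4 samples per group. The retino-sympathetic genes rose by 1.05 to 1.77 with RA and by at most 0.42 with PB, and HAND1 fell by 1.67 with PB+RA.

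The proliferation markers MKI67, E2F2 and E2F8 fell with PB and with PB+RA. MKI67 (chromosome 10, 129894923 to 129924687) went from 456 ± 39.2 CPM in DMSO to 407 ± 36.3 in RA, 150 ± 13.1 in PB and 63.1 ± 18.2 in PB+RA. Its log2 fold change was -1.61 ± 0.15 with PB (adjusted p 3.27e-07), -0.17 ± 0.14 with RA (adjusted p 0.386) and -2.88 ± 0.16 with PB+RA (adjusted p 3.06e-10). E2F2 (chromosome 1, 23832930 to 23857725) changed by -1.68 ± 0.092, -0.33 ± 0.087 and -3.50 ± 0.10 in the same order (adjusted p 9.52e-10, 0.00755 and 3.98e-13), and its RA change stayed under the fold minimum. E2F8 fell by 2.42 with PB and by 3.67 with PB+RA. With RA it changed by -0.58 ± 0.25 (adjusted p 0.0837), a change that was called with the replicate block (-0.59, adjusted p 0.00383) and by DESeq2, by limma-voom, in the fit of only the 2 groups and after the GC and length correction. All 3 genes were lower in PB+RA than in PB, by -1.28, -1.83 and -1.26, and the E2F8 call was lost when only these 2 groups were fitted (adjusted p 0.0639). Among the neuronal markers, STMN4 (chromosome 8, 27092825 to 27115937) rose from 8.56 ± 1.40 CPM in DMSO to 34.2 ± 1.43 in RA, 58.7 ± 12.7 in PB and 102 ± 14.0 in PB+RA, and all 3 changes were called (log2 1.98 ± 0.16, 2.78 ± 0.16 and 3.54 ± 0.16; largest adjusted p 2.87e-07). STMN2 rose by 0.92 ± 0.18 with PB (adjusted p 0.000612) and by 1.27 ± 0.18 with PB+RA (adjusted p 2.27e-05). With RA it rose by 0.40 ± 0.18 (adjusted p 0.102), which was called without DMSO replicate 3 (0.54). TUBB3 rose by 0.39, 0.26 and 0.44 with PB, RA and PB+RA, each under the fold minimum (largest adjusted p 0.000809).

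In the palbociclib target axis, 7 of 8 genes were tested. CCND2 was not tested: it had at most 2 counts in any sample. PB raised CCND1 (0.81 ± 0.16, adjusted p 0.000515) and lowered CCNE2 (-1.71 ± 0.15, adjusted p 9e-08) and CDKN1A (-0.52 ± 0.15, adjusted p 0.00922). CDKN1A (chromosome 6, 36644237 to 36655114) moved the other way with RA, from 36.9 ± 2.37 to 96.1 ± 16.8 CPM (1.37 ± 0.15, adjusted p 7.38e-06), and rose by 1.08 ± 0.15 with PB+RA (adjusted p 9.76e-06). Its PB call was lost without DMSO replicate 1, PB replicate 1 or PB replicate 4 (-0.48, -0.49 and -0.43), with apeglm shrinkage and in replicates 1 and 2 alone (both -0.50). The PB change of CDK6 (0.49 ± 0.17, adjusted p 0.0207) was called with the replicate block (0.51, adjusted p 0.000834), with limma-voom (0.51), with the stricter filter (0.50) and without DMSO replicate 3 or 4 (0.51 and 0.59). CDK6 was also called with RA without DMSO replicate 4, RA replicate 1 or RA replicate 2 (0.57, 0.61 and 0.51), and with PB+RA without DMSO replicate 4 or PB+RA replicate 1 (both 0.53). RB1 changed by -0.45 ± 0.081 with PB, under the fold minimum, and by -0.70 ± 0.081 with PB+RA (adjusted p 1.01e-06); without PB replicate 3 its PB change was -0.50 and was called. CDK4 was called lower with PB+RA (-0.59 ± 0.047, adjusted p 1.12e-08), and it fell by less than the fold minimum with PB (-0.28 ± 0.047, adjusted p 8.84e-05) and RA (-0.17 ± 0.047, adjusted p 0.0109). The counts of CCNE2 are uncertain, because the opposite-strand genes INTS8 (36.5 CPM) and NDUFAF6 (20.3 CPM), both more abundant on average, overlap it. Opposite-strand genes also overlap TBX2, GATA3, HAND2, RARA, MEIS1, CDK4, CCND1, RB1, STRA6, TGM2, CDK2 and CDH23, each at a lower mean CPM than the gene itself.

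The 3 largest rises with PB were in ASIC4 (chromosome 2, 220378892 to 220403494), GACAT3 (chromosome 2, 16154050 to 16227323) and ATP2B2 (chromosome 3, 10365707 to 10749692). Their log2 fold changes were 3.30 ± 0.17, 3.17 ± 0.29 and 3.14 ± 0.23 (adjusted p 8.05e-10, 2.38e-07 and 1.76e-08). ASIC4 rose from 8.60 ± 1.14 to 85.1 ± 5.78 CPM. The 3 largest falls were in E2F7 (chromosome 12, 77415028 to 77459349), POGLUT3 (chromosome 11, 108342839 to 108369132) and CDK2 (chromosome 12, 56360565 to 56366573), at -2.77 ± 0.23, -2.47 ± 0.16 and -2.04 ± 0.21 (adjusted p 9.18e-08, 5.42e-09 and 1.15e-06). CDK2 fell from 80.5 ± 4.04 to 19.5 ± 5.40 CPM.

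The largest rises with RA were in CYP26A1 (chromosome 10, 94833232 to 94837642), CYP26B1 (chromosome 2, 72356367 to 72374991) and CDH23 (chromosome 10, 73156677 to 73575704). CYP26A1 rose from 0.109 ± 0.0626 CPM, 12 counts over the 4 DMSO samples, to 74.6 ± 24.7 CPM (log2 9.35 ± 0.70, adjusted p 2.94e-07). CYP26B1 rose from 1.34 ± 0.637 to 153 ± 35.6 CPM (6.79 ± 0.29, adjusted p 7.99e-10), and CDH23 from 1.17 ± 0.209 to 36.3 ± 5.86 CPM (4.95 ± 0.22, adjusted p 7.65e-10). The largest falls were in RPH3A (chromosome 12, 113008184 to 113336686), HTR3A (chromosome 11, 113845797 to 113861035) and RERG (chromosome 12, 15260717 to 15501609), at -2.24 ± 0.20, -1.80 ± 0.44 and -1.71 ± 0.19 (adjusted p 9.14e-07, 0.00603 and 6.1e-06). RERG, at 11.7 CPM on average, overlaps the opposite-strand gene PTPRO (92.8 CPM), so its counts are uncertain. Of the 8 retinoid response genes, RA raised 6, PB raised 1 (STRA6) and PB+RA raised 8. PB raised STRA6 by 0.57 ± 0.067 (adjusted p 2.56e-06), a call lost after the GC and length correction (0.43). CYP26A1 and CYP26B1 changed by 2.58 ± 1.33 and 0.82 ± 0.38 with PB (adjusted p 0.115 and 0.0797). CYP26A1 was called there by DESeq2 (2.62) and in the fit of only the 2 groups (2.56), and CYP26B1 with the replicate block (0.83, adjusted p 0.026), by DESeq2 (0.81) and without DMSO replicate 3 (1.20).

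With PB+RA the largest rises over DMSO were again in CYP26A1 (log2 10.05 ± 0.69) and CYP26B1 (7.45 ± 0.30), with TAFA3 between them (chromosome 1, 113261527 to 113269857; 8.38 ± 0.65, adjusted p 1.68e-08). TAFA3 had 6 counts over the 4 DMSO samples and 20.2 ± 10.6 CPM in PB+RA, so the size of its fold change is imprecise. The largest falls were in E2F7 (-4.09 ± 0.26), FAM111B (chromosome 11, 58874658 to 58894885; -3.57 ± 0.26) and E2F2 (-3.50 ± 0.10), with a largest adjusted p of 5.9e-09. Against PB, the largest rises were in CYP26A1 (7.47), CYP26B1 (6.63) and CDH23 (5.56), and the largest falls in ADGRG2 (chromosome X, 19007425 to 19140755; -2.94 ± 0.64, adjusted p 0.0023), PTPRU (chromosome 1, 29563028 to 29653325; -2.69 ± 0.27, adjusted p 2.1e-06) and RPH3A (-2.40 ± 0.20, adjusted p 2.61e-07). Against RA, the largest rises were in PPM1J (chromosome 1, 113252616 to 113257954; 3.55 ± 0.49, adjusted p 2.26e-05), TAFA3 (3.43 ± 0.42, adjusted p 5.05e-06) and SLC6A19 (chromosome 5, 1201710 to 1225226; 3.34 ± 0.46, adjusted p 2.33e-05). The largest falls against RA were in FAM111B (-3.28), E2F2 (-3.17) and POGLUT3 (-3.07), with a largest adjusted p of 3.28e-08. CYP26B1 lay 0.65 ± 0.20 above RA (adjusted p 0.0122), a call that DESeq2 did not make (adjusted p 0.0593), and CYP26A1 0.70 ± 0.36 above RA (adjusted p 0.108), which was called with the replicate block (0.56, adjusted p 0.0251) and without PB+RA replicate 1 (0.95).

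The 6 longer gene lists were tested as sets with camera, and 24 of 30 tests passed at an adjusted p below 0.05. All 24 also passed with fry, which called 4 more. The S-phase list (43 genes) had a median log2 fold change of -1.05 with PB (camera adjusted p 1.73e-21), -0.35 with RA (2.27e-10) and -2.03 with PB+RA (2.28e-23), and all 43 genes fell in each. The G2/M list (53 genes) had medians of -1.05, -0.31 and -2.09 (camera adjusted p 2.06e-23, 2.27e-10 and 8.66e-26), again with all 53 genes lower. PB+RA lay below PB by medians of -0.98 and -1.03 for these lists, and below RA by -1.62 and -1.78 (camera adjusted p at most 9.9e-26). Adjusted over the list alone, 40 S-phase and 46 G2/M genes fell with PB, 3 and 2 with RA, and 43 and 52 with PB+RA, and these counts over all tested genes were 40 and 46, 2 and 2, and 43 and 52. The spliceosome list (36 genes) fell by medians of -0.41 with PB, -0.23 with RA and -0.71 with PB+RA (camera adjusted p at most 3.17e-09), with 36, 34 and 36 genes lower. Adjusted over the list alone, 15, 0 and 29 of them were called, as they were over all genes.

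The synaptic vesicle list (32 genes) rose by a median of 0.94 with PB, 0.29 with RA and 1.13 with PB+RA (camera adjusted p 3.18e-10, 0.00778 and 2.19e-08), with 30, 23 and 30 genes higher. Adjusted over the list alone, 26, 8 and 26 of them rose, against 25, 7 and 26 over all genes. Between PB+RA and PB no change of this list was called (median 0.10, camera adjusted p 0.189), and PB+RA lay above RA (0.82, adjusted p 1.65e-09). The extracellular matrix list (31 genes) rose with RA (0.72, camera adjusted p 9.41e-07) and PB+RA (0.44, adjusted p 0.00621), and its change with PB was not called (0.13, camera adjusted p 0.234), although fry called it (adjusted p 0.0135). With PB its median was 0.46 in replicates 1 and 2 and -0.17 in replicates 3 and 4, and without PB replicate 2 it was -0.02. It was higher in PB+RA than in PB (0.37, camera adjusted p 0.000607). Against RA no change was called (camera adjusted p 0.865), and there camera gave the direction as up while the median (-0.03) and the mean (-0.17) were below 0; the median turned to 0.01 without RA replicate 4 and to 0.0015 without PB+RA replicate 1, and it was 0.08 in replicates 1 and 2. The mesenchymal identity list (32 genes) rose with RA (0.47, camera adjusted p 0.00512) and was higher in PB+RA than in PB (0.25, adjusted p 0.0134), the latter not in replicates 1 and 2 alone (0.32). Its changes with PB (-0.13), with PB+RA (0.08, but -0.002 without DMSO replicate 1 and -0.04 in replicates 3 and 4) and between PB+RA and RA (-0.17) were called by fry (adjusted p 0.0362, 0.0311 and 0.00328) and not by camera (adjusted p 0.266, 0.599 and 0.209). Adjusted over the list alone, 16 matrix and 14 mesenchymal genes rose with RA, against 14 and 13 over all genes.

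**Figure D4:**
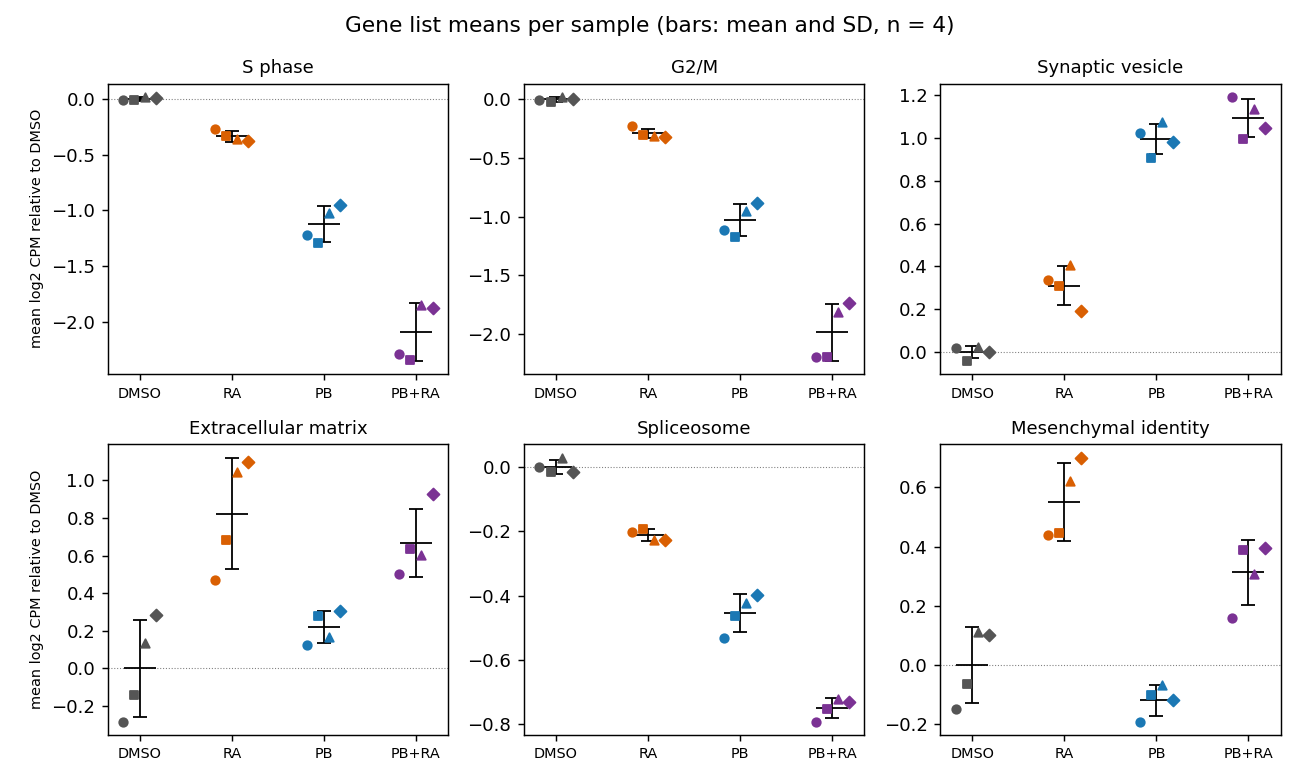
Mean log2 expression of the 6 lists relative to the DMSO mean, a point per sample and a bar at the group mean (4 samples per group). The S-phase and G2/M lists fell in the order RA, PB and PB+RA, and the synaptic vesicle list rose with PB and PB+RA (medians of 0.94 and 1.13).

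The overlap of the single effects with the effects in the presence of the other agent was measured on comparisons that share no library. Of the 4352 genes called with PB, 3120 (71.7%) were called in the same direction in PB+RA against RA, and 15 in the opposite one. Of the 2053 called with RA, 1159 (56.5%) were called in the same direction in PB+RA against PB, and 13 in the opposite one. Across the 15415 genes, which are not independent replicates, the PB effect without RA and with RA correlated at r = 0.814 (Spearman 0.816), and the RA effect without PB and with PB at r = 0.748 (Spearman 0.685). These were 0.776 and 0.662 in replicates 1 and 2, and 0.740 and 0.703 in replicates 3 and 4. Without the low-count filter, which moved them most, they fell to 0.333 and 0.259. A total of 559 genes were higher, and 665 lower, in PB+RA than in both PB and RA. These 2 comparisons share the PB+RA samples. In 20 simulations of unchanged groups 0 genes in either direction met both criteria, and independent calls at the observed rates would give 206.6 and 158.4. The simulations held no changed genes, so hardly any calls were possible in them. Independent calls ignore the shared samples, which alone gave a correlation of 0.492 between the 2 comparisons in the simulations. Neither value tests whether the overlap exceeds what real changes and shared samples would give.

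The interaction asked whether PB+RA departs from the sum of the single log2 effects. It was called for 530 genes, 64 above and 466 below additive, and the replicate block gave 190 above and 981 below and kept 528 of the 530. With glmTreat it was 0 above and 25 below by the adjusted p; at an unadjusted p below 0.05 glmTreat gave 107 above and 517 below, and DESeq2's Wald test called 103 above. After the GC and length correction 24.7% of the calls lay above additive (117 against 357), compared with 12.1% without it. Replicates 1 and 2 alone gave 60 above and 438 below, replicates 3 and 4 alone 211 and 566, and the interaction values of all tested genes correlated between the sets at r = 0.476. Of the 466 genes below additive, 251 had a positive and 215 a negative sum of single effects. The S-phase and G2/M lists fell further than additive, by medians of -0.62 and -0.70 (camera adjusted p 1.74e-25 and 8.72e-32; fry adjusted p 0.00217 and 0.00145). All 43 and all 53 genes lay below additive, and 23 and 31 of them were called (25 and 36 adjusted over the list alone). The synaptic vesicle (-0.22) and extracellular matrix (-0.31) lists passed camera only with the replicate block (adjusted p 0.0455 and 0.0113, against 0.118 and 0.0839 without it), and the spliceosome (-0.08) and mesenchymal (-0.07) lists in neither fit.

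**Figure D5:**
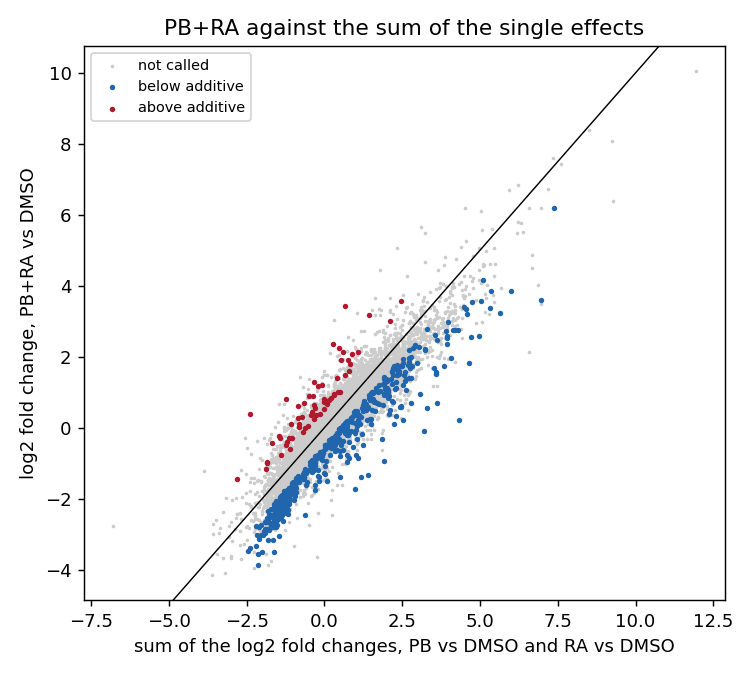
Log2 fold change of PB+RA over DMSO against the sum of the log2 fold changes of PB and RA over DMSO, a point per tested gene. The line marks additivity; 466 called genes lie below it and 64 above it.

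Furthest above additive were PLSCR1 (chromosome 3, 146232967 to 146262643), ADAMTS2 (chromosome 5, 178537854 to 178772462) and FGFRL1 (chromosome 4, 1003724 to 1020686), by 1.64 ± 0.37, 1.36 ± 0.26 and 1.27 ± 0.23 (adjusted p 0.0177, 0.00737 and 0.00372). In replicates 3 and 4 alone the ADAMTS2 call was lost (1.66, adjusted p 0.08). Furthest below were LAMA4 (chromosome 6, 112429134 to 112576141), SEMA3A (chromosome 7, 83585093 to 84122040) and TAGLN3 (chromosome 3, 111717586 to 111732734), by -2.41 ± 0.47, -2.17 ± 0.59 and -1.96 ± 0.40 (adjusted p 0.00889, 0.0484 and 0.0108). LAMA4 rose from 4.18 ± 0.692 CPM to 24.3 ± 0.930 with PB, 36.6 ± 17.5 with RA and 40.5 ± 17.4 with PB+RA. The SEMA3A call rested on its closeness to the threshold. It was lost without DMSO replicate 1, 2 or 3 (adjusted p 0.0984, 0.0826 and 0.0631), RA replicate 3 or 4 (0.104 and 0.0927), PB replicate 1, 3 or 4 (0.0547, 0.0891 and 0.1) or PB+RA replicate 1, 2 or 3 (0.103, 0.099 and 0.072), and with limma-voom (0.0576), RLE size factors (0.0546), total counts only (0.0518) and no low-count filter (0.159). The other named genes called below additive were MKI67 (-1.11), E2F2 (-1.50), STMN4 (-1.22), CCNE1 (-0.56), CCNE2 (-0.99), FAM111B (-1.44) and PTPRU (-1.46), with a largest adjusted p of 0.033. CCNE1 lost its call with apeglm shrinkage (-0.48), after the GC and length correction (-0.50) and in replicates 1 and 2 alone (-0.49), and MKI67 in replicates 3 and 4 alone (adjusted p 0.0918). With glmTreat, MKI67, STMN4, CCNE1, CCNE2, PLSCR1, ADAMTS2, FGFRL1, LAMA4, SEMA3A and TAGLN3 all lost their interaction calls. With the replicate block ISL1 (-0.66), CDK6 (-0.56) and CRABP2 (0.54) were called as well. TGM2 (-0.92 ± 0.30, adjusted p 0.101) was called by DESeq2 (-0.89, adjusted p 0.031) and without RA replicate 1 (-1.04). None of the circuitry genes described had a called interaction: their log2 values lay between -0.68 and 0.40, and the test of the difference gives no call for MYCN (-0.16, adjusted p 0.746) or GATA3 (0.40, adjusted p 0.461).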

Values the study reported

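The study reported that EdU positivity fell from about 40% with palbociclib alone to about 18% once retinoic acid was added. For cells kept in palbociclib, the study reported a 30% decrease in EdU positivity, and a doubling of confluency that took about 80 h where untreated cells needed 24 h.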

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

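Of the tests in this part, those of scaling, of low counts, of a GC and length trend and of a single set of replicates for the direction of the interaction, that of a single set of replicates for the S-phase and G2/M lists, and that of the replicate numbers for samples apart from their group, were chosen only after the result was seen.

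In 10 of 227 groups of 4 samples, 1 sample lay apart from the other 3 by a gap that took most of the group's range. These were, with the gap as a share of the range, TBX2 in RA replicate 2 (0.896; 381 CPM against 564 to 585), MYCN in RA replicate 2 (0.883; 3219 against 2378 to 2476), HAND1 in DMSO replicate 1 (0.864; 402 against 315 to 327), RARB in PB replicate 2 (0.926; 9.58 against 11.3 to 11.5) and STMN4 in DMSO replicate 2 (0.87; 6.48 against 9.10 to 9.49). The others were TUBB3 in DMSO replicate 4 (0.857; 705 against 756 to 765), CCND2 in PB replicate 3 (1; a single count), RB1 in RA replicate 1 (0.84; 137 against 129 to 130), RPH3A in RA replicate 1 (0.907; 7.95 against 6.08 to 6.25) and TAFA3 in RA replicate 2 (0.862; 3.56 against 1.09 to 1.43). Chance places about 1 group in 20 this way, so that 11.4 groups were expected and up to 18 lie within its 95% limit. The count of 10 is within that limit, which takes the groups as independent, although the replicate numbers pair the samples. For 4 of the 10 (TBX2, MYCN, RARB and STMN4) replicate 2 lay at the same end in all 4 groups. As many were found in 216 of the 13824 orders of the numbers within groups (a share of 0.0156), which argues against noise of a single sample for these 4; a difference tied to replicate 2 may be their cause. The other 6 may be chance. No biological explanation was tested.

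A test of the difference itself found that the effect of 1 drug depended on the other for 530 genes, 64 above and 466 below additive. The named genes among them were MKI67 (-1.11), E2F2 (-1.50), STMN4 (-1.22), CCNE1 (-0.56), CCNE2 (-0.99), FAM111B (-1.44), PTPRU (-1.46), LAMA4 (-2.41), SEMA3A (-2.17) and TAGLN3 (-1.96) below, and PLSCR1 (1.64), ADAMTS2 (1.36) and FGFRL1 (1.27) above. As many genes were called in 2 of 100 regroupings of the 16 samples, the real one included, and the other gave 2081 genes. The regroupings mix samples of different treatments, so the effects of the drugs enter them, and this count alone is a weak test of chance.

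The excess of genes below additive was not removed by any tested technical explanation taken as the whole cause. Genes above additive made up 12.1% of the calls, at most 15.99% with other scaling, 9.19% among genes with a mean of at least 10 CPM, 24.7% after the GC and length correction and at most 27.2% in a single set of replicates (replicates 3 and 4). The correction moved the share by 12.6 points, so a GC and length trend may be a part of the cause. It kept 406 of the 530 calls, 342 below and 64 above, and among the named genes only CCNE1 lost its call (-0.50).

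An excess below additive on the log2 scale could also arise where effects add in CPM. For the 708 genes called higher with each drug, the median log2 ratio of PB+RA to the sum of the rises in CPM was 0.018, against -0.47 to the sum on the log2 scale. Where the genes were chosen in a set of replicates and measured in the other, the medians were 0.02 and 0.07 (587 and 613 genes), against -0.35 and -0.39. Effects that add in CPM are therefore a candidate explanation for genes that rose. For the 118 genes called lower with each drug, of which 93 had a sum above 0, the median ratio was 0.85, so for these the sum in CPM is not an explanation. Few S-phase and G2/M genes are among them (2 and 2). Those lists lay nearer to the sum in CPM (-0.09, over the 40 of 43 S-phase genes with a sum above 0, and -0.22). All genes of these lists fell with each drug, which by itself places the sum in CPM below the sum on the log2 scale.

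The S-phase and G2/M lists fell further in PB+RA than the sum of both single effects, by medians of -0.62 and -0.70. The weaker of the list medians was -0.60 with total counts only, -0.50 after the GC and length correction and -0.38 in the weaker set of replicates, which argues against scaling, such a trend and a single set of replicates as the cause. Against the sum in CPM the medians were -0.09 (over the 40 of 43 S-phase genes whose sum was above 0) and -0.22 (all 53 G2/M genes). The size of the departure therefore depends on the scale. For genes that fell with each drug, the sum in CPM always lies below the sum on the log2 scale. A shift in this direction was thus fixed in advance, and it does not explain the departure. Medians as far from 0 were found in 32 and 30 of 100 regroupings. The regroupings mix samples of different treatments, which by itself moves these lists, so these counts do not exclude chance and are no evidence for it. All 43 and all 53 genes lay below additive, fry gave adjusted p of 0.00217 and 0.00145, and the sign was the same in both sets of replicates (-0.69 and -0.38 for S phase, -0.76 and -0.51 for G2/M). A stronger exit from the cell cycle under both drugs may account for the departure seen in both sets (-0.38 in the weaker), and it was not tested.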

How the results depend on the processing

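The fits of replicates 1 and 2 and of replicates 3 and 4 alone, the GC and length correction with and without the replicate block, and the limit to genes with a mean of at least 10 CPM were chosen only after the results were seen. No gene or list called in both fits and no correlation changed sign under an alternative. The balance of rises and falls did turn to an excess of falls in PB+RA against DMSO after the GC and length correction (3220 against 3352, and 3429 against 3462 with the replicate block) and among genes with a mean of at least 10 CPM (1795 against 1952). It turned against PB with no fold minimum (2652 against 3225) and at 10 CPM (548 against 723). It turned against RA with glmTreat (1154 against 1256), with no fold minimum (4090 against 4301), at 10 CPM (1149 against 1394) and without PB+RA replicate 1 or 2 (2018 against 2099, and 2129 against 2192). Beyond both single agents, where falls were more, it turned to 615 higher against 613 lower with total counts only. The medians of some lists that were not called changed sign too: mesenchymal with PB+RA, matrix with PB and matrix against RA, as given in the report. Except where a test is given for it or the alternative's construction explains it, the cause of a shift was not tested.

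The results counted for named genes are those of the short lists in every comparison and in the interaction, and those of each gene added by its size of change only where that size added it. Leaving out 1 sample kept all 136 gene counts within 1.5 times, all 240 list results and all 32 correlations, and 2077 of 2120 results for named genes (20 gained and 23 lost a call). The genes higher with PB ranged from 2386 to 2625 and lower from 1626 to 1913, with RA from 1451 to 1620 and from 339 to 445, and with PB+RA from 3409 to 3675 and from 2699 to 2932. Against PB they ranged from 1270 to 1413 and from 1041 to 1130, and against RA from 2018 to 2350 and from 2057 to 2253. Above additive they ranged from 44 to 77 and below from 348 to 480. The interaction lost at most 146 of 530 calls (without PB replicate 3), and 0 of its genes changed sign. Calls were gained for GATA3 against PB without PB replicate 1 or 2 or PB+RA replicate 1 (-0.53, -0.57 and -0.55) and for CCNE1 against PB without PB replicate 1 (-0.52).

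The other alternatives chosen beforehand kept 123 of 164 gene counts, 146 of 150 list results, 7 of 12 correlations and 2154 of 2221 results for named genes (23 gained and 44 lost a call). DESeq2's Wald test called 103 genes above additive. With glmTreat, which tests against the fold minimum itself and so calls fewer genes, the counts were 1374 higher and 923 lower for PB, 673 and 77 for RA, 547 and 464 against PB, 1154 and 1256 against RA, 0 above and 25 below additive, and 143 and 299 beyond both single agents. At an unadjusted p below 0.05, glmTreat gave 107 above additive. It removed 33 calls of named genes, which the lost calls given gene by gene mostly leave out. Among them were both TBX2 calls, GATA3 with PB and with RA, MYCN with PB+RA, CCND1 with PB and HTR3A with RA.

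With no fold minimum, which by construction adds calls, the counts were 4378 and 3891 for PB, 2893 and 2527 for RA, 4839 lower with PB+RA, 2652 and 3225 against PB, 4090 and 4301 against RA, 146 above additive, and 1369 and 1978 beyond both agents. With a log2 minimum of 1 they were 1140 and 546 for PB, 827 and 87 for RA, 2010 and 1110 for PB+RA, 669 and 389 against PB, 892 and 884 against RA, 27 above and 142 below additive, and 174 and 206 beyond both agents.

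With the replicate block the interaction called 190 genes above and 981 below additive, and no other gene count moved by more than 1.5 times. Besides the calls given in the report, and outside the results counted for named genes, the block added calls for POGLUT3 (-0.60), GACAT3 (-0.60), RERG (-0.54), ADGRG2 (-1.52) and SLC6A19 (2.06) in the interaction, ADGRG2 (-1.44), SLC6A19 (-1.03), PLSCR1 (0.58) and SEMA3A (0.97) with RA, SEMA3A (0.89) with PB, GACAT3 (-0.60), SLC6A19 (1.03) and LAMA4 (0.60) against PB, and HTR3A (-0.80) and ADGRG2 (-1.47) against RA. It changed no other call of a named gene.

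The correlations of the PB and RA effects were 0.333 and 0.259 with no low-count filter, which adds genes with few counts, 0.845 and 0.782 with the stricter filter, and 0.685 for RA by Spearman. With fry in place of camera, the matrix list with PB (0.13) and the mesenchymal list with PB (-0.13), with PB+RA (0.083) and against RA (-0.17) passed the threshold.

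The alternatives chosen later kept 52 of 70 gene counts, 59 of 60 list results, 4 of 10 correlations and 851 of 904 results for named genes (25 gained and 28 lost a call). In replicates 1 and 2 the mesenchymal list against PB (0.32) lost its call, with fewer samples, and the correlations were 0.776 and 0.662. Calls were gained there for CDK6 (0.65), RB1 (-0.54), CYP26B1 (1.48) and RARB (0.74) with PB, E2F8 (-0.63) with RA, and ISL1 (-0.51) and CRABP2 (0.64) in the interaction. In replicates 3 and 4, 682 genes were lower with RA and 211 above additive, and the correlations were 0.740 and 0.703. Calls were gained there for E2F8 (-0.59) and CDK6 (0.52) with RA, ISL1 with PB+RA (-0.51) and in the interaction (-0.74), GATA3 (-0.65) and CCNE1 (-0.52) against PB, and CYP26A1 (1.06) against RA, and RB1 lost its call against RA (-0.44). The GC and length correction gave 788 genes lower with RA and 117 above additive, and with the replicate block 912, and 300 above and 773 below. Among genes with a mean of at least 10 CPM, which tests fewer genes (10002), the counts were 1333 and 1154 for PB, 721 and 228 for RA, 1795 higher with PB+RA, 548 and 723 against PB, 1149 and 1394 against RA, 35 above additive and 199 higher than both agents, and the correlations were 0.885 and 0.801.

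Depth limits what can be said of genes near 0: at 19.5 to 31.6 M counts, a count of 0 allows up to 0.154 CPM in the shallowest sample.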

Other observations

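Of the tests in this part, those of scaling, of low counts, of a GC and length trend and of length slopes for the RA calls, those of depth, of noise between single samples and of the ways of parting the replicates, those of the lists by treatment and set, that of the lists in splits that part all pairs, and all 3 for MYCN were chosen only after the result was seen.

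More genes rose than fell with RA (80.9% of 2053 calls). This excess depends on the fold minimum: rises made up 53.4% with none (2893 against 2527) and 90.5% at a log2 minimum of 1 (827 against 87). The share was at least 76.9% with other scaling and 76.0% among genes with a mean of at least 10 CPM, which argues against scaling or low counts as the cause. After the GC and length correction it was 62.8%, still an excess of rises, so the trend is not the whole cause, but the share moved by -18.1 points and the trend may be a part of it. The correction kept 1311 of the 1661 rises and 388 of the 392 falls and called 788 falls. The slope of RA over DMSO on GC ran from -0.00479 to 0.0695 by replicate number. It was steeper than every slope between replicates of a group (up to 0.0777) for 0 of the 4 numbers, so a GC trend that varies from library to library could account for a part of what the correction removed. The correction also took out length. The slope of RA over DMSO on length was positive for all 4 numbers (0.0262 to 0.0669) and steeper than every length slope between replicates (up to 0.0326) for 2 of the 4 numbers, so a length trend that varies from library to library and an effect of RA that follows length cannot be told apart. For replicates 1 to 4, PB over DMSO had GC slopes of -0.00473, 0.0894, 0.0769 and 0.05. Its length slopes were 0.0415, 0.0233, 0.041 and 0.0146. Trends in the same directions were therefore not particular to RA, and both sets of slopes share the DMSO libraries. Whether RA itself moved genes by their GC content or length was not tested.

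Replicates 1 and 2 differed from replicates 3 and 4 in all 4 groups. With the groups in the model, edgeR called 1281 genes between these sets, 684 higher and 597 lower in replicates 3 and 4, and 0 genes for either of the other ways of parting the 4 numbers, which leave the difference between these sets in the residual. At an unadjusted p below 0.05 with the same fold minimum, edgeR gave 1389 genes for these sets and 134 and 132 for the others. Pairs of samples from different groups correlated higher within these sets than between them, by 0.733 on average, and of the 648 ways of giving 2 samples of each group to a set 1 reached that difference (the next 0.416), while 3 of the 648 follow the numbers. This argues against noise between single samples as the cause. The 4 samples that share a number are not independent, however, and as many genes came from 1 of 3 ways of parting the 4 numbers. That is too few to exclude chance among the numbers, so a lasting difference between the sets and chance among 4 numbers cannot be told apart. Total counts did not differ (exact 2-sided permutation p 0.999, 8 against 8 samples), and 90.2% of the 1281 genes were called after the GC and length correction. The S-phase and G2/M lists differed by medians of at most 0.134 (camera adjusted p 3.89e-05; 0 of their genes passed edgeR's test, adjusted or unadjusted, with the fold minimum). These values argue against depth, such a trend and the share of dividing cells as the whole cause. The mesenchymal list differed by a median of 0.069 (camera adjusted p 0.145), with 19 members higher and 13 lower in replicates 3 and 4. Of its genes edgeR called 4 higher and 0 lower, with the same counts at an unadjusted p below 0.05 (4 and 0), so more cells in a mesenchymal-like state cannot be told apart from other causes by this list, whose members went both ways. A difference between passages of the line, which the authors' methods give as the replicates, or between batches of libraries may remain, and the labels name neither (1 of 3 ways of parting). Examples of the genes that differed, chosen after their values were seen, were DCN (log2 3.67), NPY (3.06), NDN (3.05) and TRIM28 (2.76).

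The effect of treatment itself differed between these sets for 217 genes, by edgeR's adjusted p without a fold minimum, against 0 and 0 for the other ways of parting the replicates (at an unadjusted p below 0.05, 2065 against 56 and 64). The other ways leave the difference between these sets in the residual, which lowers their counts, so they do not measure noise. With 2 samples of each treatment in a set, noise between replicates and a treatment effect that differs cannot be told apart by these counts, and 1 of 3 ways of parting is too few to exclude chance among the 4 numbers here as well. In edgeR tests of each treatment, 237 genes differed for PB+RA, 2 for PB and 0 for RA, and at an unadjusted p below 0.05 the counts were 2316, 1337 and 467. Camera on these differences, adjusted over 18 tests, found that the S-phase and G2/M lists fell less in replicates 3 and 4 with PB+RA (adjusted p 2.69e-26 and 2.76e-28) and PB (6.31e-18 and 1.38e-15) and fell more with RA (5.72e-07 and 3.29e-05). Their medians in replicates 1 and 2 and in replicates 3 and 4 were -2.14 and -1.89 (S phase) and -2.28 and -1.99 (G2/M) with PB+RA, -1.15 and -1.01, and -1.17 and -1.01 with PB, and -0.30 and -0.45, and -0.27 and -0.38 with RA. In replicates 3 and 4 the matrix list was also lower with PB (adjusted p 1.36e-05; medians of 0.46 and -0.17) and PB+RA (0.0495), the mesenchymal list lower with PB (0.0124), and the spliceosome list higher with PB (0.000951) and lower with RA (0.0212). These camera p-values rest on a preset inter-gene correlation of 0.01 and on 2 samples of each treatment in a set. They do not measure how such shifts vary between replicates. For the interaction, camera gave the S-phase and G2/M lists adjusted p of 1.74e-25 and 8.72e-32, where fry gave 0.00217 and 0.00145. A response of the cell cycle that varies with the passage may be a part of the cause of the 217 genes, and it was not tested.

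MYCN rose with PB (log2 0.90). It rose by at least 0.87 with other scaling, and the rise of the antisense gene MYCNOS came to 2.77% of the rise of MYCN in CPM, which argues against scaling and against antisense reads as the cause. The median change of the 4 other tested genes within 1 Mb was 0.90, so more copies of the region could not be excluded by that median. The 4 genes ranged widely, however, from 0.06 for DDX1 and 0.37 for NBAS to 1.44 for MYCNOS and 3.17 for GACAT3, which a common copy number would not produce. A change in regulation of MYCN and its neighbours may be an alternative, and it was not tested.

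The results were compared with other splits of the same 8 samples, 35 for each comparison, the real one included. As many genes as in the real split (4336 for PB, 2063 for RA, 6427 for PB+RA, 2349 against PB and 4346 against RA) were found in 1 of 35 splits in each of the 5 comparisons. This argues against chance but does not exclude it. The other splits mix the 2 groups, so the treatment effect enters their residual and lowers their counts. The 35 splits also ignore the pairing by replicate number. The split that parts replicates 1 and 2 from replicates 3 and 4 gave 35, 109, 23, 365 and 118 genes. Because the replicate numbers pair the samples, the 8 splits that part all pairs were compared as well, and among these the largest other count was 0 in each comparison. For the lists, 1 of 35 splits gave a median as far from 0 in every comparison for the S-phase, G2/M, synaptic vesicle and spliceosome lists, for the extracellular matrix list with RA, and for the mesenchymal list with RA and against PB. Chance could not be excluded for the extracellular matrix list with PB (12 of 35), with PB+RA (4), against PB (2) and against RA (30), nor for the mesenchymal list with PB (3), with PB+RA (10) and against RA (4). Most splits leave some pairs whole, so the lists were also compared over the 8 splits that part all pairs. There 1 of 8 gave a median as far from 0 for every list and comparison, except the matrix list with PB (4 of 8) and against RA (7) and the mesenchymal list against RA (2). The medians of the real split, and the largest other among the 8 in absolute value, were 0.42 and 0.387 for the matrix list with PB+RA, 0.39 and 0.246 for it against PB, -0.15 and 0.0879 for the mesenchymal list with PB, and 0.0597 and 0.0583 for it with PB+RA. The smallest share that 8 splits can give is 1 in 8, so they cannot exclude chance alone. For the synaptic vesicle list against PB, which camera did not call (adjusted p 0.189), the real median was 0.124 and the largest other of the 35 was 0.121. Of 100 regroupings of the PB, RA and PB+RA samples, fitted without DMSO, 1 gave as many genes in PB+RA beyond both single agents (1195, the next 1128). For the PB effect without and with RA, 1 of 100 regroupings of all 16 samples gave as high a correlation. For the RA effect without and with PB, 3 of these 100 did. Both kinds of regroupings mix treatments and so carry the effects of the drugs.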
